A study of Mus musculus with 16 samples. Its data were reported in "The global and promoter-centric 3D genome organization temporally resolved during a circadian cycle" (2021).

How the data were processed

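Promoter Capture Hi-C libraries were made from livers of 8 week old male mice at 4 timepoints, with 3 pools of 2 livers each. Sequenced reads were mapped to mouse build mm9 and filtered with HiCUP, a mapper for Hi-C reads. The authors then merged the pools of a timepoint and called interactions with CHiCAGO. The deposited values are CHiCAGO scores, 1 per fragment pair and timepoint: a score is a weighted p-value on a transformed scale, from a background of distance and noise that the authors' caller fitted for each timepoint. The lists hold pairs with a score of at least 5. A pair just under this minimum at a timepoint is absent there, so absence from a list is no measurement of a low number of reads. A difference in depth between timepoints changes how many pairs pass the minimum. Because pools were merged, no value has a replicate error, and leaving out a replicate was not possible.

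Timepoints were taken from the sample labels, which name the list each sample went into. A summary given with the study places the totals of the ZT6, ZT12 and ZT18 lists under other timepoints. The labels were followed, and the other order was run as an alternative.

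The lists were read with pandas 2.3.3 and numpy 2.4.6 in python 3.11.15. The mm9 reference was cut at HindIII sites into 823377 fragments. Of the 129887 listed fragments, 129886 were identical to one of these, and the remaining one is mitochondrial. The median length was 2577 bp for listed and 5861 bp for bait fragments. Each pair was listed in a single direction, so pairs were treated as unordered and contacts of a promoter were counted from both ends. A bait is a fragment listed as bait at any timepoint. Promoter-promoter networks were built with networkx 3.6.1. Gene starts, exons and names came from the GENCODE annotation of the same build, with the start of a gene taken at the end of the gene record its strand gives.

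Circadian genes and their acrophases were copied from the study's list of circadian genes, as was the set oscillating at the intron level. Of 1256 genes, 1255 were in the annotation and 1136 had a bait at their start. The 10 fragments whose genes differed in acrophase were left out where the acrophase mattered. Genes named in the text are 9 core clock genes and 3 further examples that the study's text names, all from a longer list of such genes fixed before the data were examined, as were the comparisons and the alternatives listed at the end. Further alternatives, and the checks of explanations, were chosen after seeing the data unless stated otherwise. Med24, Kdm6b and Sfi1, which lie at contacted fragments, were named after their values were seen.

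Shares have 95% Wilson intervals (scipy 1.17.1), which cover counting error only. Interactions of a bait are not independent of each other, so the true uncertainty is larger. Lists of promoters were set against 10000 random lists or shuffles with fixed seeds. Changing contacts were matched by drawing each stand-in from the 50 nearest ranks of the number of contacts, and contacts between circadian promoters by chromosome and decile of the number of contacts. A value under percentile 2.5 or over 97.5 was treated as outside the random lists. The study's dynamic contacts rest on read counts, which were not used here. Presence in the lists took their place.

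The list statistics were tested on simulated data of 1000 promoters, with 200 data sets each. Without a planted effect, between 3.00% (acrophase) and 6.00% (phase agreement) of the data sets fell outside the middle 95%. With a planted effect, the share above percentile 97.5 was 100% for the acrophase, 98.5% for list means, 99.0% for contacts within a set and 89.5% for phase agreement. The planted effects were not set to the sizes seen in the data, and the simulated promoters did not form clusters. Relative to the spread, the shift planted in list means was larger than the core clock differences below. These shares therefore do not give the power to detect differences of the sizes seen.

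Alternatives were a score of at least 7 or 10, the same number of top-scoring pairs, a tolerance of 10 kb for the other end, the gap between fragments in place of the midpoint distance, baits of the same timepoint, raw numbers of contacts, genes oscillating at the intron level, the nearest bait within 5 kb of a gene start, promoters with at least 10 contacts, and random lists without matching. Similarity of fragment sequences was tested with blastn 2.17.0. Read depth, RNA levels and the authors' differential interactions were not analysed here.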

Results

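Promoter Capture Hi-C (P-CHi-C) measures which stretches of chromatin lie close to gene promoters. Chromatin is crosslinked and cut with the restriction enzyme HindIII, neighbouring ends are ligated, and the ligation products that contain a promoter fragment, called a bait, are captured with RNA probes and sequenced. The assay was applied to livers of male C57BL/6 mice, a common inbred laboratory strain, kept in 12 h of light and 12 h of dark. Livers were taken at 4 timepoints given as zeitgeber time (ZT), the hours since lights on: ZT0, ZT6, ZT12 (lights off) and ZT18. Each timepoint had 3 pools of 2 livers, and pool A was sequenced on 2 lanes, which gives 16 samples in all. The pools of a timepoint had been merged before interactions were called, so each timepoint was represented by 1 list of interactions. There was therefore no replicate error, and no difference between timepoints below has a replicate check or a test. Each listed interaction is a pair of HindIII fragments with a score from CHiCAGO, a caller that sets the reads of a pair against the number expected from distance and technical noise. The read depth behind each list was not analysed here.

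The first comparison asked how many promoter interactions were found at each time of day and how many of them were shared. The lists held 146262 interactions at ZT0, 154775 at ZT6, 151529 at ZT12 and 151347 at ZT18. The lowest score in the lists was 5, and the median scores were 6.97 at ZT0, 6.99 at ZT6, 7.01 at ZT12 and 7 at ZT18. These totals depend on the score minimum: at a score of at least 10 the lists held between 32038 interactions at ZT0 and 34142 at ZT6. Over the 4 lists there were 247177 distinct interactions and 18165 bait fragments. Of these interactions, 80235 were listed at all 4 timepoints, a share of 32.5% (95% Wilson interval 32.3 to 32.6%). A further 36092 were listed at 3 timepoints, 43847 at 2 and 87003 at 1 timepoint only. Here and below, intervals cover counting error only. Of the 53170 interactions that reached a score of 10 at any timepoint, 89.7% were listed at all 4 with a score of at least 5. When a score of at least 10 was required at every timepoint, the share was 34.6%, and when another end within 10 kb was accepted it was 72.5%.

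Pairs of lists resembled each other to a similar degree. Interactions common to a pair of lists made up between 53.2% (ZT0 and ZT12) and 55.6% (ZT12 and ZT18) of all interactions in that pair. Across the interactions a pair of lists shared, Spearman's rho of the scores lay between 0.685 and 0.712. Across bait fragments, rho of the numbers of contacts lay between 0.912 and 0.927. Both are correlations across fragments within pooled lists, and fragments are not independent replicates.

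Interactions listed at 1 timepoint only made up 13.8% of the ZT0 list (13.7 to 14.0%), 15.9% of the ZT6 list (15.7 to 16.1%), 14.0% of the ZT12 list (13.8 to 14.1%) and 13.9% of the ZT18 list (13.7 to 14.1%). The interval at ZT6 lay above the others. With the same number of top-scoring interactions taken at each timepoint, the shares at ZT6 and ZT0 were both 14.9%. Accepting another end within 10 kb as the same contact lowered the share to between 3.41% at ZT0 and 4.33% at ZT6. Interactions found at 1 timepoint only had low scores, with medians from 5.58 to 5.63, while those found at all 4 had medians from 8.75 to 8.98. Among interactions with a score from 5 to below 6 at ZT12, 19.3% were listed at all 4 timepoints and 31.7% at ZT12 only. From a score of 10 to below 15, these shares were 93.2% and 0.386%.

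**Figure D1:**
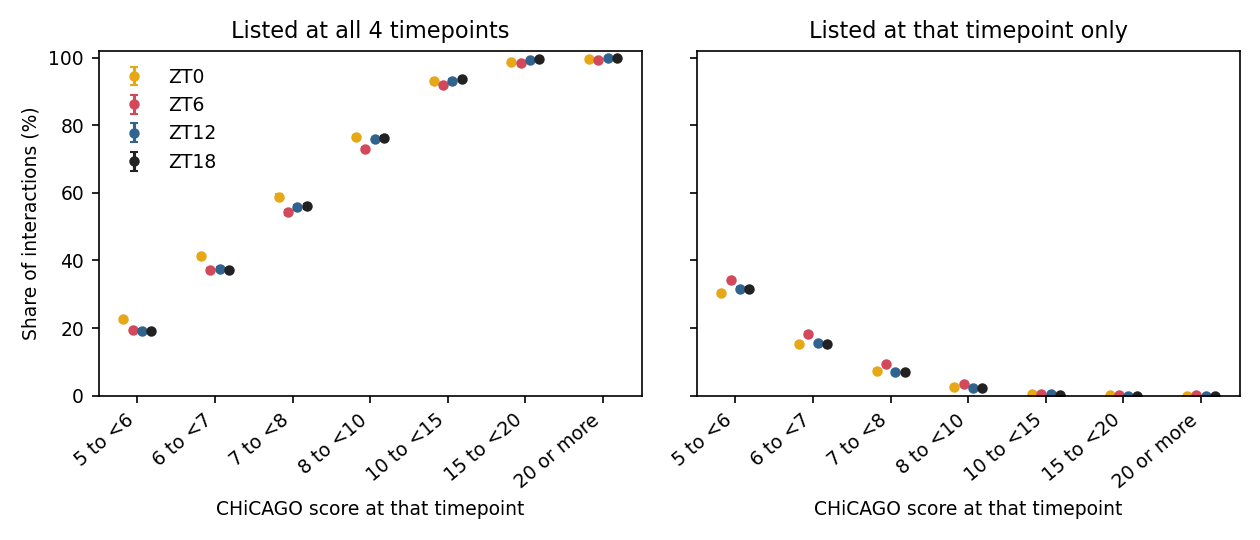
Share of interactions (%) listed at all 4 timepoints (left) and at the given timepoint only (right) against the CHiCAGO score at that timepoint, with 95% Wilson intervals as bars (mostly smaller than the points). At ZT12 the share listed at all 4 timepoints rises from 19.3% at scores of 5 to below 6 to 93.2% at scores of 10 to below 15.

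The next comparison concerned the distance spanned by interactions. The median distance between fragment midpoints of interactions within a chromosome was 148 kb at ZT0 (95% interval from the binomial order statistics 147 to 149 kb), 150 kb at ZT6 (149 to 150 kb), 140 kb at ZT12 (139 to 141 kb) and 141 kb at ZT18 (140 to 142 kb). The share spanning more than 150 kb was 49.5% at ZT0 (49.2 to 49.7%), 49.9% at ZT6 (49.6 to 50.1%), 47.1% at ZT12 (46.8 to 47.3%) and 47.4% at ZT18 (47.2 to 47.7%). ZT0 and ZT6 thus differed from ZT12 and ZT18 by more than the counting error. At a score of at least 10 the share over 150 kb fell most at ZT18, to 44.0%, and the order of the pairs of timepoints stayed the same. Interactions between chromosomes were rare: 103 at ZT0, 104 at ZT6, 71 at ZT12 and 85 at ZT18. These were shares of 0.0704% (0.0581 to 0.0854%), 0.0672% (0.0555 to 0.0814%), 0.0469% (0.0372 to 0.0591%) and 0.0562% (0.0454 to 0.0694%), and all of these intervals overlapped.

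**Figure D2:**
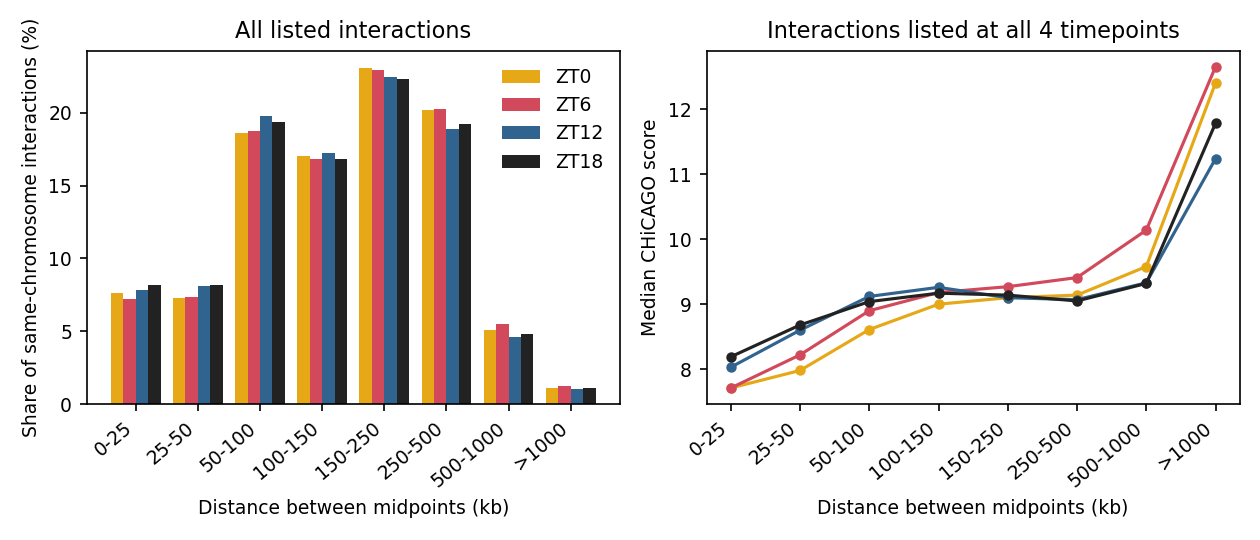
Left, share of same-chromosome interactions (%) by distance between midpoints (kb) at each timepoint; right, median CHiCAGO score of the interactions listed at all 4 timepoints in the same distance bins. Under 25 kb the median scores are 7.71 at ZT0 and ZT6, 8.03 at ZT12 and 8.19 at ZT18, and from 500 to 1000 kb they are 9.58, 10.1, 9.33 and 9.32 in the same order.

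Promoter-promoter contacts, in which both ends are bait fragments, made up 16.4% of interactions at ZT0 (16.2 to 16.6%), 15.3% at ZT6 (15.1 to 15.4%), 16.5% at ZT12 (16.3 to 16.7%) and 16.6% at ZT18 (16.5 to 16.8%). The ZT6 value lay below the other intervals. At a score of at least 10 the shares ranged from 19.1% at ZT6 to 21.4% at ZT18. The promoter-promoter networks were disconnected, with 13336 promoter fragments in 1554 components at ZT0, 13347 in 1522 at ZT6, 13512 in 1571 at ZT12 and 13562 in 1536 at ZT18. The largest component held 363, 286, 371 and 344 fragments at these timepoints.

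Circadian gene promoters were the bait fragments that hold the start of a gene on the study's list of genes with circadian RNA levels, each with an acrophase, the timepoint of highest expression. The list was chosen by the study on RNA of livers from the same experiment. Of its 1256 genes, 1136 could be placed on a bait, on 1118 promoter fragments, and 1108 of these carried genes of a single acrophase. The question was whether a promoter has most contacts at its acrophase. After dividing by the total of each list, 27.5% of these promoters had most contacts at their acrophase, against a mean of 24.5% after 10000 shuffles of the acrophases among them (middle 95% from 22.1 to 27.0%), which places the share at percentile 98.9. Percentiles here and below describe these pooled lists and are not p-values. The groups differed in this share, and their difference was not tested. Of the 197 promoters with acrophase ZT0, 29.9% had most contacts at ZT0. Of the 179 with acrophase ZT18, 33.8% had most contacts at ZT18. Of the promoters with acrophase ZT6, 20.9% had most contacts at ZT6 and 32.6% at ZT18. Of the 436 with acrophase ZT12, 28.2% had most contacts at ZT12 and 28.7% at ZT18. Among all 1108 promoters, 24.5% had most contacts at ZT0, 19.6% at ZT6, 25.5% at ZT12 and 30.4% at ZT18. Each group lay above these shares at its own acrophase, with overlapping Wilson intervals. Among the 17047 other baits the shares were 31.8%, 21.1%, 21.3% and 25.8%. The ZT0 and ZT6 groups lay below these at their acrophase, and the ZT12 and ZT18 groups above. Dividing by the totals gives most ties in the number of contacts to the shorter list. ZT0 thus wins ties, ZT18 mostly wins them over ZT12, and ZT6 loses them, which shapes the shares above. Mean numbers of contacts adjusted for list totals were highest at ZT12 for the ZT12 group (12.2, against 11.7 at ZT18). For the other groups they were highest at ZT18. With raw numbers the percentile was 98.0. The percentile fell inside the middle 95% of shuffles when genes at the intron level were used (96.9). There the share was 31.1% against a shuffled mean of 26.2%, from 254 promoters. The percentile was also inside when 1 promoter per 1 Mb was kept (53.5, with 24.9% against 24.8%). The same held when promoters of acrophase ZT0 (percentile 93.8) or ZT12 (percentile 96.2) were left out. The percentile also depends on which list belongs to which timepoint. A summary given with the study assigns the totals of the ZT6, ZT12 and ZT18 lists to other timepoints than the sample labels do, and under that order the share was 25.2%, at percentile 19.98. The sample labels were followed throughout. The study's text places the contacts of the Arntl promoter at the timepoints that the labels give.

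**Figure D3:**
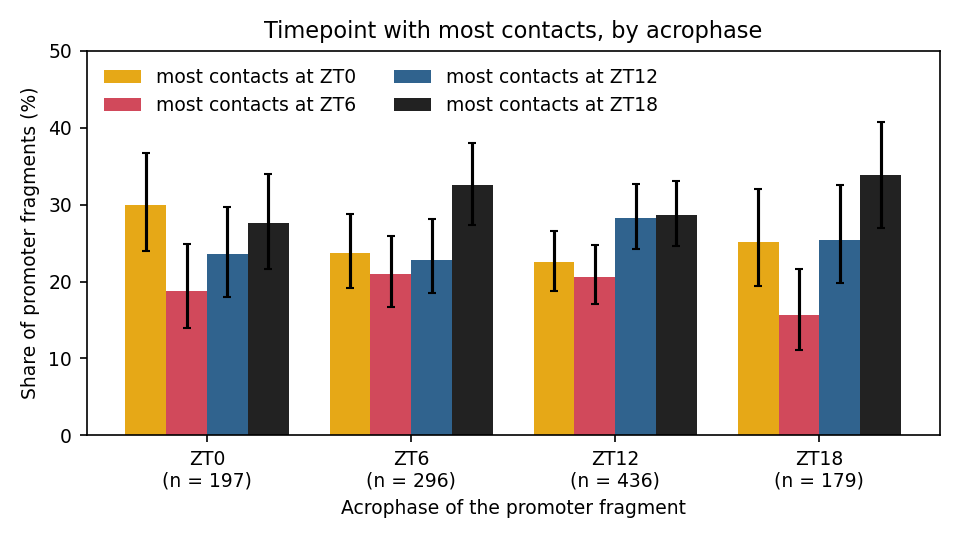
Share of circadian promoter fragments (%) with most contacts at each timepoint (bars), by acrophase of the promoter (x axis, with the number of fragments), numbers of contacts divided by the total of each list; error bars are 95% Wilson intervals, which cover counting error only. Promoters with acrophase ZT6 have most contacts at ZT6 in 20.9% and at ZT18 in 32.6% of cases. Among all 1108 promoters these shares are 19.6% and 30.4%. Most ties go to the shorter list, which favours ZT0 and ZT18 over ZT12 and ZT6.

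The promoters of the 10 core clock genes, the genes of the transcriptional feedback loop that drives the rhythm, were compared with other circadian gene promoters. Core clock promoters had on average 12.1 contacts over the 4 timepoints (SD 8.94 across 10 promoters), against 19.4 (SD 19.5 across promoters) for the 1108 others. The mean lay at percentile 9.39 among 10000 random lists of 10 other circadian promoters, inside their middle 95% (9.40 to 33.3). The median was 14.5 contacts for core clock promoters and 13 for the others. The mean share of contacts not listed at all 4 timepoints was 79.6% for core clock promoters (SD 16.6) and 72.5% for the others (SD 20.7). Against lists matched on the number of contacts, whose mean was 74.0%, the core clock value lay at percentile 78.1. No difference between core clock and other circadian promoters was detectable in these lists for either measure. With 10 promoters the random lists spread widely, so a real difference of the size observed could be missed.

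**Figure D4:**
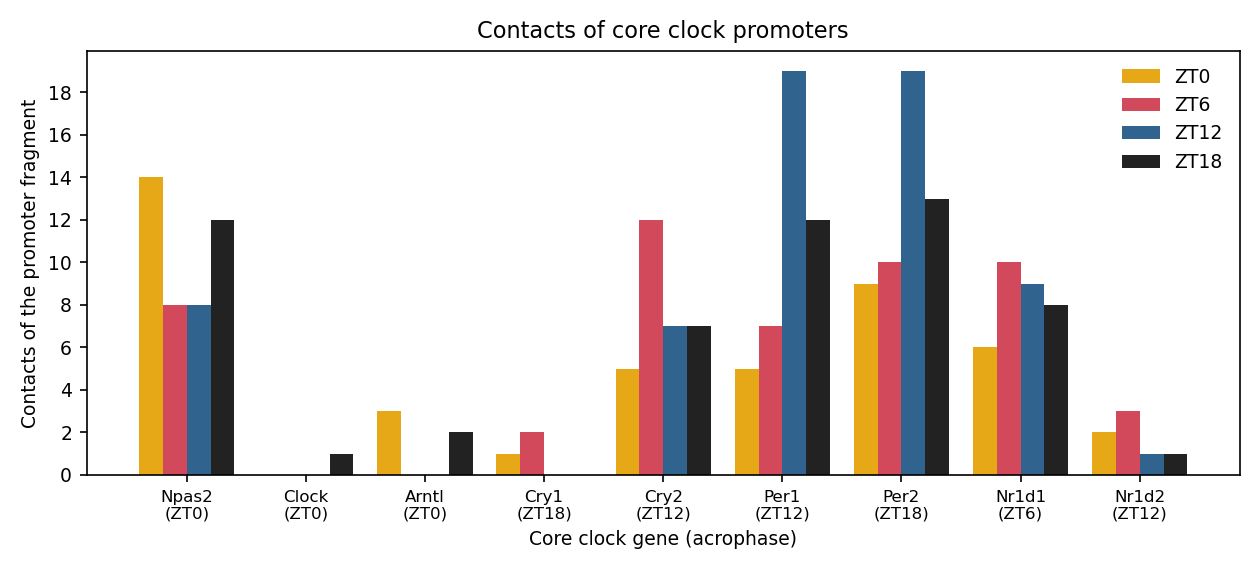
Number of contacts (y axis) of the promoter fragments of 9 core clock genes (x axis, acrophase in brackets) at each timepoint. Per1 and Per2 both have 19 contacts at ZT12, and Clock has 1 contact over all timepoints.

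All positions are on mouse genome build mm9. The Arntl gene (ENSMUSG00000055116, acrophase ZT0) starts at position 120350979 of chromosome 7, on the bait fragment 120349173 to 120358837. Its promoter had 3 contacts at ZT0, 2 at ZT18 and 0 at ZT6 and ZT12. The contacted fragments lie inside the Arntl gene and overlap no annotated exon. They are 120383215 to 120392197 (score 5.69 at ZT0), 120392198 to 120395029 (6.12 at ZT0 and 5.43 at ZT18) and 120403609 to 120405555 (7.72 at ZT0 and 6.28 at ZT18). None of the 3 reached a score of 10, and 3 contacts are too few to compare timepoints. Nr1d1 (ENSMUSG00000020889, acrophase ZT6) starts at position 98636647 of chromosome 11, and its promoter had 6 contacts at ZT0, 10 at ZT6, 9 at ZT12 and 8 at ZT18, of which 4 were listed at all timepoints. Its highest score, 18.8 at ZT12, joined it to the fragment 98570181 to 98572739, which overlaps exons of Med24, a gene named here after the values were seen.

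Per1 (ENSMUSG00000020893, acrophase ZT12) starts at position 68908719 of chromosome 11, on the bait fragment 68908170 to 68909614. Its promoter had 5 contacts at ZT0, 7 at ZT6, 19 at ZT12 and 12 at ZT18. Of its 22 contacts, 3 were listed at all 4 timepoints, and 8 when another end within 10 kb was accepted. The fragment 69220965 to 69227027, which overlaps exons of Kdm6b, was listed at ZT12 (score 9.24) and ZT18 (9.82). The adjoining fragment 69227028 to 69228065, which holds the start of Kdm6b, was listed at ZT6 (6.01), ZT12 (8.97) and ZT18 (6.18). Kdm6b was likewise named after the values were seen. Per2 (acrophase ZT18) had most contacts at ZT12, with 19, against 13 at ZT18. Npas2 (acrophase ZT0) had 14 contacts at ZT0, 8 at ZT6, 8 at ZT12 and 12 at ZT18. Cry2 (acrophase ZT12) had 12 contacts at ZT6 and 7 at ZT12. Clock, Cry1 and Nr1d2 had 1, 3 and 3 contacts over all timepoints, too few to compare, as for Arntl. Among the other genes the study's text uses as examples, Dhrs3 had 124 contacts, of which 97 were listed at all 4 timepoints, and Ppp1r3c had 71, of which 40 were. Rnf125 (acrophase ZT0) had 24 contacts at ZT0, 20 at ZT6, 14 at ZT12 and 22 at ZT18.

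**Figure D5:**
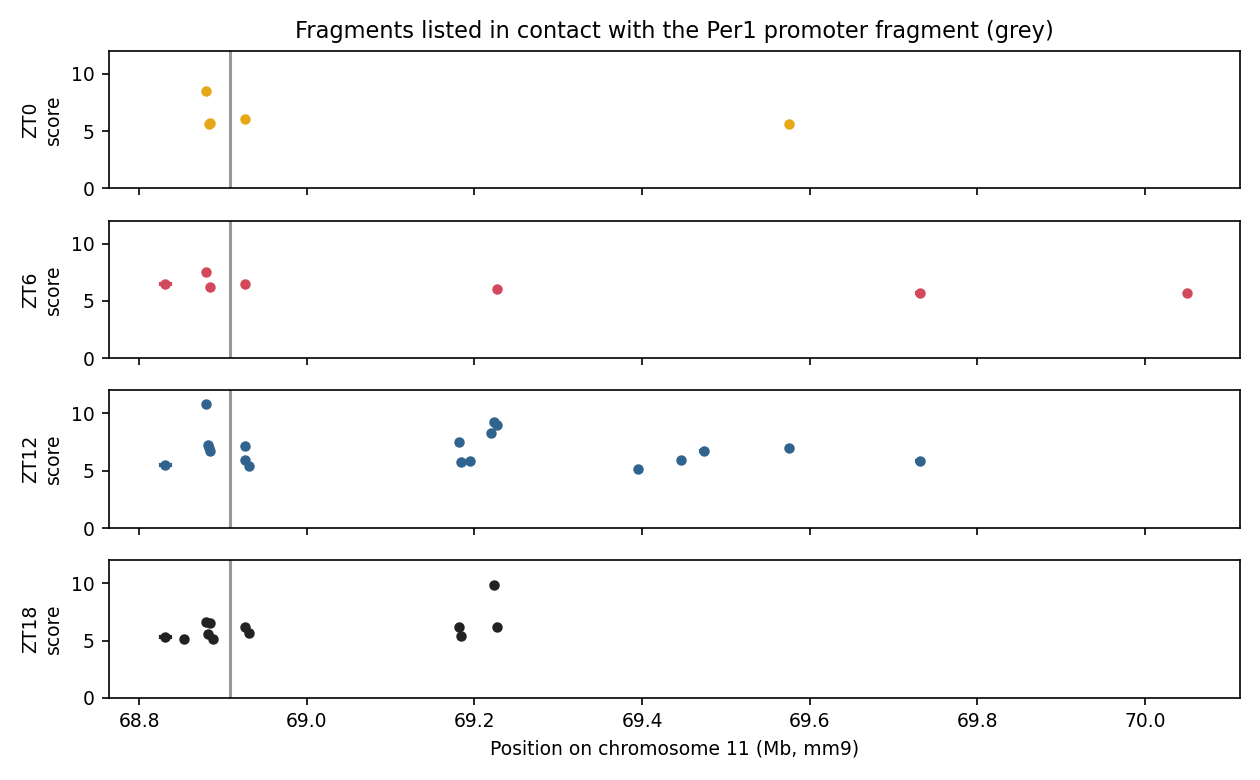
Fragments in contact with the Per1 promoter fragment (grey line) on chromosome 11 of mm9 (x axis, Mb) with their CHiCAGO scores (y axis) at each timepoint. Per1 has 19 listed fragments at ZT12 and 5 at ZT0, and it was picked for display after its values were seen.

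Contacts of circadian promoters with each other were then counted. There were 181 such contacts at ZT0, 148 at ZT6, 180 at ZT12 and 188 at ZT18. Random sets of other baits, matched on chromosome and number of contacts, had means of 132, 129, 137 and 137, which places the observed numbers at percentiles 99.97, 92.4, 99.8 and 99.99. At ZT6 the number lay inside the middle 95% of the random sets, and whether ZT6 differed from the other timepoints was not tested. Without matching the random means were lower, from 88.3 at ZT6 to 93.5 at ZT18. At a score of at least 10, ZT6 was the timepoint outside the middle 95%, with 53 contacts at percentile 97.9, and the other timepoints were inside. The numbers there were 49, 53, 55 and 57 from ZT0 to ZT18, against random means of 39.8, 38.3, 42.5 and 42.9. They thus stayed above the means at every timepoint, with fewer contacts to tell them apart.

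Whether contacting circadian promoters share the time of highest expression was examined over the union of the lists. Of 244 contacts between promoters with a single acrophase each, 123 joined promoters that were both diurnal (ZT0 or ZT6) or both nocturnal (ZT12 or ZT18), a share of 50.4% (Wilson interval 44.2 to 56.6%). Shuffled acrophases gave a mean of 50.6%, and the observed share lay at percentile 48.2. The study showed its own phase comparison for genes oscillating at the intron level and for a separate set detected from primary transcription. The full list used here is thus not the set behind that comparison. With genes that also oscillate at the intron level there were 16 contacts, of which 81.2% agreed against a mean of 55.9% after shuffling, and the percentile (97.46) was just inside the middle 95%.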

Values the study reported

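The study reported about 150,000 significant promoter interactions per timepoint, from probes covering 22,225 restriction fragments. For core clock promoters it gave a mean of 12 contacts, against 19.6 for other circadian genes. The mean proportion of dynamic contacts, called from read counts, was given as 42.3% for core clock genes and 26.8% for other circadian genes.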

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

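No paired analysis was possible because the pools of each timepoint had been merged before interactions were called, so the shared pool letters name no separate values. For the same reason leaving out a replicate was not possible. Counting each listing gave the same totals, because each pair is listed in a single direction. Alternatives described as added were chosen after seeing the data. Where no reason is given, the cause was not tested.

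A stricter score leaves fewer interactions by construction. At a score of at least 7 there were 72562, 77247, 76144 and 75834 interactions at ZT0, ZT6, ZT12 and ZT18, and at least 10 left 32038, 34142, 33686 and 33656. ZT6 had the most and ZT0 the fewest at each minimum. The share found at all 4 timepoints was 34.6% with a score of at least 10 required at every timepoint, 89.7% with 10 at a single timepoint and listing at the others, and 72.5% when another end within 10 kb was accepted. It stayed within its interval with the same number of top-scoring pairs. The share found at 1 timepoint only, from ZT0 to ZT18, was 0.356%, 0.410%, 0.261% and 0.211% among interactions with a score of at least 10 there and no listing elsewhere at any score of at least 5. In lists that all required a score of at least 10 (added) it was 12.2%, 14.4%, 13.1% and 12.5%, so a stricter score did not remove such interactions. It was 3.41%, 4.33%, 3.52% and 3.73% with the 10 kb tolerance. With the same number of top-scoring pairs it was 14.9% at both ZT0 and ZT6 and stayed within its interval at ZT12 and ZT18.

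At a score of at least 10 the share over 150 kb was 47.4%, 47.5%, 43.9% and 44.0%, and the median distance 142, 142, 131 and 131 kb, in the order ZT0, ZT6, ZT12, ZT18. With the gap between fragments, which is shorter by construction, these were 47.9%, 48.3%, 45.6% and 45.9%, and 143, 144, 135 and 136 kb. ZT0 and ZT6 stayed above ZT12 and ZT18 under both. The share between chromosomes at a score of at least 10 was 0.147%, 0.170%, 0.134% and 0.134%. The promoter-promoter share was 20.8%, 19.1%, 21.0% and 21.4% at that score, and 15.7%, 14.8%, 15.9% and 16.1% with baits of the same timepoint; ZT6 was lowest under both. Leaving out a pair of hub fragments on chromosome 11 (added) kept it within its intervals.

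For contacts at the acrophase (percentile 98.9), raw numbers, a score of at least 10, the nearest bait and promoters with at least 10 contacts stayed outside the middle 95%, from 98.0 to 99.7. With genes oscillating at the intron level the percentile was 96.9, from fewer promoters (254), with a share of 31.1% against 26.2% after shuffling. Among added alternatives, the percentile was 53.5 with 1 promoter per 1 Mb, 93.8 without promoters of acrophase ZT0 and 96.2 without those of ZT12. Without those of ZT6 or ZT18 it stayed outside. Reading the lists of ZT6, ZT12 and ZT18 as ZT18, ZT6 and ZT12 (added) reversed the direction, with a percentile of 19.98.

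The mean number of contacts of core clock promoters stayed inside the middle 95% under both alternatives. Their changing contacts stayed inside under the alternatives tried, of which a score of at least 10 covers 6 promoters, since the other 4 had no such contact, and matching on the mean score (added) reversed the direction, to percentile 34.7. That match carries no weight, because the score of a contact goes closely with its listing at all 4 timepoints. For contacts between circadian promoters, a score of at least 10 gave percentiles of 90.2 at ZT0, 95.5 at ZT12 and 97.0 at ZT18, now inside the middle 95%, and 97.9 at ZT6, now outside. The observed numbers stayed above the random means at every timepoint, from fewer contacts. Without matching ZT6 reached 100. Restriction to contacts over 150 kb or between chromosomes changed no side.

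Phase agreement was inside the middle 95% throughout. Its percentile of 48.2 moved to the other side of the middle under each alternative, and the cause was not tested: 80.9 for contacts listed at all 4 timepoints, 53.0 over 150 kb or between chromosomes, 91.5 for the same acrophase, 97.46 at the intron level (81.2% of 16 contacts against 55.9% after shuffling) and 53.3 when shuffled within chromosomes (added). Among 12 named genes, the number of contacts at a score of at least 10 was lower by over 1.5 times for 11 and within 1.5 times for Dhrs3.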

Other observations

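The tests of low scores, neighbouring fragments, score tilt, parting of the lists, list length and exchanged timepoints below were chosen after the values they rest on had been seen, the reading of the sequence comparison was settled and the draws from clusters were added after a first value, and the patterns were found in the same data they are tested on. With 1 pooled list per timepoint, differences in depth or library quality between timepoints cannot be separated from time of day.

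The share of changing contacts here was 79.6% for core clock promoters. That is higher than the value quoted from the study above. The share here was 72.5% for other circadian promoters. That is higher than the value quoted from the study above. The measures differ, since absence from a list counted as a change here.

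Interactions listed at 1 timepoint only made up 35.2% of the union and sat near the score minimum. Of them, 89.9% had a score under 7. Among interactions listed at all 4 timepoints, the share with a score under 7 at a given timepoint was between 24.7% at ZT18 and 27.4% at ZT0. Among interactions that reached a score of 10 at any timepoint, 0.777% had no listing at another timepoint, where a score of 5 was enough. In addition, 71.6% of interactions listed at 1 timepoint had another interaction of the same bait within 10 kb at another timepoint, against 19.6% at the mirrored position on the other side of the bait. Much of the apparent turnover may therefore come from weak contacts crossing the minimum, or from a broad contact being called on a neighbouring fragment. A weak but real change gives the same picture, and replicate lists would be needed to separate them.

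The larger share listed only at ZT6 has a partly technical candidate explanation. With 146262 top-scoring pairs at every timepoint, ZT6 and ZT0 had the same share (14.9%), so list length is enough for the excess over ZT0. ZT12 stayed lower, at 13.8%, so length is not enough there. The mean GC content of other ends listed at ZT6 only was 44.3%, close to 44.5% at ZT0 and under 45.6% at ZT12 and 45.8% at ZT18, a step too small against the spread of the others to decide.

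ZT0 and ZT6 held more interactions over 150 kb than ZT12 and ZT18, by 2.42 percentage points (counting interval 2.17 to 2.67). The number of interactions listed does not account for it, since the difference was 2.45 points with equal numbers. Weak interactions alone do not account for it either. Among 3072 interactions over 500 kb listed at all 4 timepoints, the median log2 ratio of ZT0 and ZT6 scores to ZT12 and ZT18 scores was 0.0791 (bootstrap interval 0.0622 to 0.0975), and among 14809 under 50 kb it was -0.0653. The same contacts thus scored differently with distance. A candidate explanation is a change in chromatin compaction between these parts of the cycle. However, a difference in the distance background the caller fitted to each list would look the same. ZT0 is lights on and ZT12 is lights off, so the split does not part the livers by light before sampling. The other ways of parting the 4 lists gave at most 0.361 points. Yet with 3 ways in all, this split cannot be told apart from a difference between libraries, by chance or by sequencing. In the sample labels, the second lane of pool A has a high lane number for ZT0 and ZT6 and a low one for ZT12 and ZT18. The sequencing layout thus divides in the same way. If the timepoints of the lists were exchanged as described above, the split would not part ZT0 and ZT6 from ZT12 and ZT18.

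Interactions between chromosomes gathered on few fragments. Of 198 in the union, 104 involved either of 2 fragments near the start of chromosome 11 (3039562 to 3056799 and 3091411 to 3099770). Both overlap Sfi1. In all, 113 touched the first 3.5 Mb of a chromosome, where 0.404% of listed fragments lie. Both fragments lie in such a stretch, so the 104 are among the 113. The count of 113 therefore mostly restates these 2 fragments. A few of the remaining interactions also touched such a stretch, and whether these gather at chromosome starts was not tested. The highest scores of the ZT0, ZT6 and ZT18 lists were among the interactions between chromosomes, while the highest at ZT12 (175) lay within chromosome 1. Scores of 595 at ZT0 and 579 at ZT6 joined the first of the 2 fragments to 33073588 to 33073916 on chromosome 5. A score of 383 at ZT18 joined the same fragment to 3009258 to 3015786 on chromosome 18, which also lies in the first 3.5 Mb. These fragments and Sfi1 were singled out after their values were seen. Sequence shared by both ends does not account for the set, because 9.79% of 194 such interactions had ends sharing at least 100 bp at 90% identity, against 7.53% of length-matched controls, with overlapping intervals; shorter shared stretches would be missed. Repeats missing from the reference, or real proximity of chromosome ends next to the centromeres, stay open and were not tested.

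Baits on chromosome X had fewer contacts, 8.32 on average over the 4 timepoints against 15.9 on autosomes. Fewer baits nearby does not account for it: autosomal baits matched on the number of baits within 1 Mb had a mean of 14.8 contacts, and the lowest of 10000 matched lists had 11.5. The animals were male, so a single copy of chromosome X with fewer reads to reach the score minimum stays open. It was not tested, since no female samples were analysed here.

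The excess of contacts between circadian promoters is larger than their spacing predicts at 3 of the 4 timepoints. From the distances and numbers of contacts of 3831 circadian pairs within 5 Mb, pairs of other baits predict 135 contacts at ZT0, 132 at ZT6, 140 at ZT12 and 141 at ZT18, and the observed numbers were 1.34, 1.12, 1.29 and 1.34 times these. At ZT6 the excess was within counting error, and its difference from the other timepoints was not tested. Contacts in a cluster of promoters are not independent, so the error is understated, and shared activity of liver genes, whether rhythmic or not, may produce the excess. Expression-matched sets were not tested.

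The excess of promoters with most contacts at their acrophase is fragile. Over 200 draws of 1 promoter from each of 522 clusters on a chromosome, with gaps of at least 1 Mb between clusters, the median percentile was 76.2, and 3 draws passed percentile 97.5. Smaller numbers alone explain part of this, since 75 of 200 random subsets of the same size passed. When acrophases were moved as whole blocks between clusters of equal size, the percentile was 97.6. Neighbouring promoters that share both contacts and acrophase may carry much of the excess, but these draws cannot settle it. The other doubt is the order of the lists. Under the exchanged order the share was 25.2%, inside the shuffles. Of the 24 ways to assign the 4 lists to the timepoints, 2 gave a share at least as high as the labels, the labels included. A true excess needs the right labels, so this test cannot say which order is right. The study's text bears on it: it gives the Arntl promoter 3 contacts at ZT0, 2 at ZT18 and none at ZT6 or ZT12. The lists show the same under the labels. Under the exchanged order the 2 contacts would fall at ZT12, so the study's own reading of this gene argues against that order.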
